A study of Mus musculus with 4 samples. Its data were reported in "Mapping the genetic landscape establishing a tumor immune microenvironment favorable for anti-PD-1 response" (2025).

How the data were processed

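Spatial transcriptomes (10x Genomics Visium, in which barcoded spots on a slide capture the RNA of the tissue above them) were available for 4 fresh frozen sections of MC38 tumors, each from a different tumor. MC38 is a mouse colon carcinoma line of C57BL/6 origin. It had been grown under the skin of female F1 mice aged 8 to 12 weeks. Each host had a C57BL/6J parent and a parent from a Collaborative Cross strain, a panel of recombinant inbred mice descended from several founder strains. The 2 hosts called CC075F1 here had a CC075 parent and the 2 called CC080F1 a CC080 parent. Per the labels, all mice received 1 injection of 200 µg of isotype control antibody at a tumor volume of 75 to 110 mm3, and tumors were taken 48 hours later. No section from an anti-PD-1 treated tumor was among the files, so no treatment effect was analysed here.

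The authors aligned the reads and assigned them to spots with Space Ranger on the mouse mm10 reference. The deposited matrices hold raw UMI counts per gene and spot (a UMI, or unique molecular identifier, marks 1 captured RNA molecule), limited to spots under tissue, with no normalization. The deposited position lists give the grid coordinates of each spot. The authors' own normalization of spots was not used here. Their test that shuffles spots was left out as well, because spots of 1 section are not replicates. All 32285 genes of the tables were read. Gene positions came from GENCODE vM21 on GRCm38, an earlier release on the same build as the authors' annotation, in which 50 gene identifiers had no position.

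Section totals ran from 82594649 to 146460975 UMIs. For shares of spots, exact (Clopper-Pearson) binomial intervals at 95% were computed. They cover counting error alone, not differences between tumors. For a gene with 0 UMIs in a section, 3 UMIs were taken as the upper limit, which is 0.0363 CPM (UMI counts scaled by the section total) in CC075F1 replicate 1 and 0.0205 CPM in CC075F1 replicate 2.

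A marker counted as present in a spot at 1 UMI or more. Co-localised spots followed the definitions in the study's text. Its legend for the same comparison adds Gzmb to the CTL markers, which was run here as an alternative. Among spots with Ptprc, a spot was counted as CTL-macrophage if it held Thy1 and Cd8a (markers of cytotoxic T lymphocytes, CTLs) together with Adgre1, Itgam, Cd68 and Cxcl9. It was counted as CTL-DC if it held Thy1 and Cd8a with Batf3 or Zbtb46, markers of dendritic cells (DCs). The share expected if CTL and macrophage markers were independent was the product of their shares among Ptprc spots. The association of CTL and macrophage spots within a section was a Mantel-Haenszel odds ratio over 10 strata of spot depth. For this odds ratio alone, the ratio between strains was taken from geometric means. All other ratios, and all strain values, use arithmetic means. Spatial clustering was Moran's I over the 6 nearest neighbours on log2(CPM + 1). The edge was defined as spots within 3 steps of the nearest position off tissue, and the edge to interior ratio as the CPM of the summed edge spots over that of the interior. Section values of the strains were compared with two-sided exact permutation tests. With 2 sections per group these cannot give a p below 0.333, so they cannot pass 0.05.

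For tests over genes, UMIs were summed over the spots of each section. Genes passing filterByExpr (15572) were fitted in edgeR 4.0.16 (R 4.3.3) by quasi-likelihood with TMM factors and the strain as the only term, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Gene sets were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over 20 sets, with fry and camera at an estimated correlation as alternatives. The sets were an 18-gene IFN-γ signature (mouse counterparts of the human genes, assigned here) and sets for monocytes/macrophages, T/NK cells, CTLs, exhaustion, B cells, conventional DCs of types 1 and 2 (cDC1, cDC2), plasmacytoid DCs (pDC), cancer-associated fibroblasts (CAF), granulocytic myeloid-derived suppressor cells (gMDSC), endothelial cells, MHC class I and class II presentation, hypoxia, cell cycle, keratinocytes, skeletal muscle, adipocytes and erythrocytes. Several markers of these sets were named by the study for its own clusters. A list of 18 genes that the study names was also counted gene by gene. The pipeline was tested on simulated data of 2 against 2 sections with 200 changed genes, of which 49.5% were called (83% of the 4-fold and 16% of the 2-fold changes) with 5 false calls among 104.

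Groups, comparisons, gene lists, and the tests and alternatives of the main results were fixed before the data were examined. The shares expected from independent markers, and the tests and alternatives named as such in the closing section, were chosen later. Named genes are those of the IFN-γ signature and of the study's list, and up to 5 with the largest positive and 5 with the largest negative log2 fold change among genes with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the strains. Any other named gene was chosen after its values were seen. The alternatives for spots were at least 2 UMIs per marker, spots thinned at random to 2500, 5000 or 10000 UMIs (means of 20 draws), spots of at least 1000 UMIs, interior spots, other marker definitions, other neighbourhoods and edges of 2 or 5 steps. Those for genes were library size alone, DESeq2's size factors, the DESeq2 1.42.0 Wald test, no filter, at least 10 counts in every section, the replicate number as a block, interior spots, spots without skin, muscle or fat (markers under 0.5% of UMIs), sections thinned to the smallest total, and limma-voom. Each section was also left out in turn, for named genes with the TMM factors and the edgeR fit repeated on the other 3 sections. Spot measures were computed in Python 3.11.15.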

Results

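Spatial gene expression was measured in 4 sections of MC38 tumors from isotype-treated F1 hosts, 2 of the CC075F1 strain, which the study classes as a responder to anti-PD-1, and 2 of the CC080F1 strain, which it classes as a non-responder. The numbers of spots under tissue were 2710 and 3276 in CC075F1 replicates 1 and 2 and 2787 and 3174 in CC080F1 replicates 1 and 2. The section totals were 82594649 and 146460975 UMIs in CC075F1 and 93570595 and 112685495 UMIs in CC080F1. The median depth per spot was 31139 and 41740 UMIs in CC075F1 and 33725 and 34740 UMIs in CC080F1. The deepest section, CC075F1 replicate 2, was also the only one in which any spot passed the limit for skin, muscle or fat markers, in 55 spots (1.68%). The protocol in the labels speaks of a Visium slide for sections of 4 blocks but does not say whether these 4 sections shared it, and it gives no library batch or date, so a batch that follows the strain cannot be ruled out.

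The share of positive spots addressed whether immune cells, CTLs and Cxcl9-expressing cells were spread differently in the tumors of the strains before treatment. Ptprc, which encodes the pan-immune marker CD45, was detected in 67.4% ± 1.24 of spots in CC075F1 (SD, n = 2 sections) and in 63.8% ± 0.902 in CC080F1 (SD, n = 2), a ratio of 1.06. Cxcl9, an IFN-γ-induced chemokine gene, was detected in 96.7% ± 0.312 of CC075F1 spots and 67.6% ± 10.6 of CC080F1 spots, a ratio of 1.43. Within CC080F1 the Cxcl9 share was 60.1% (exact 95% interval 58.3% to 62.0%) in replicate 1 and 75.1% (73.6% to 76.6%) in replicate 2, a spread far beyond counting error. Because nearly every CC075F1 spot was positive, this share was close to its ceiling. With each spot thinned to 2500 UMIs, the alternative that moved the Cxcl9 ratio most, the shares were 47.4% and 16.8%, a ratio of 2.83. Cd8a was detected in 26.6% ± 4.74 of CC075F1 spots and 5.55% ± 2.76 of CC080F1 spots, a ratio of 4.80. The Cd8a ratio was 7.41 without CC080F1 replicate 1. For all 3 genes both CC075F1 sections lay above both CC080F1 sections, and each exact permutation test gave p = 0.333, the smallest value that 2 against 2 sections allow.

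**Figure D1:**
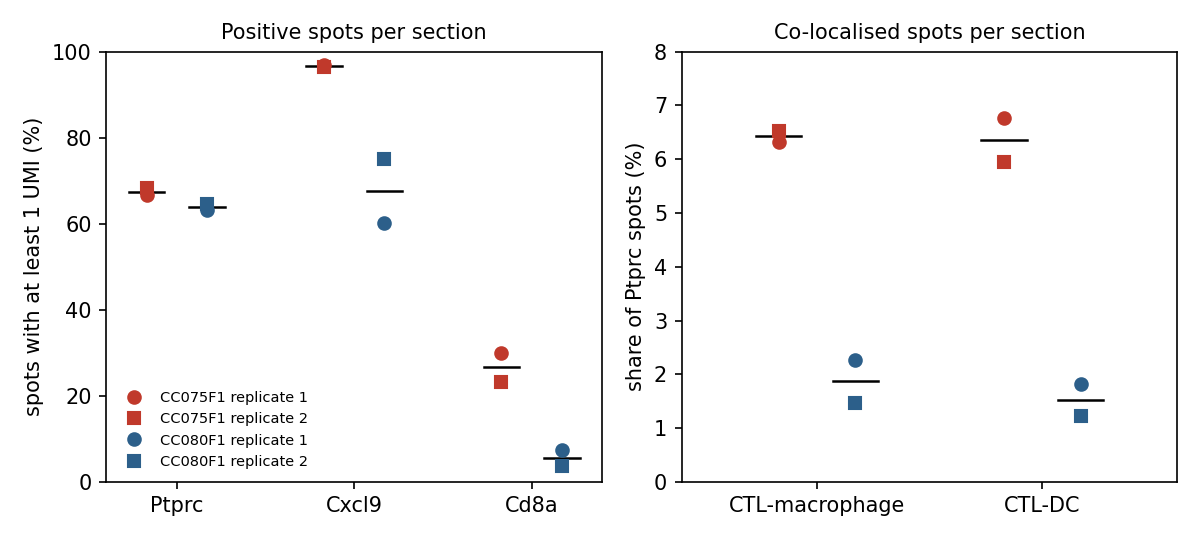
Share of spots with at least 1 UMI of Ptprc, Cxcl9 and Cd8a (left, % of spots) and share of Ptprc spots that also held the CTL-macrophage or CTL-DC markers (right, %), with a point for each section and a line at the mean of each strain. The Cxcl9 share averaged 96.7% in CC075F1 and 67.6% in CC080F1, while the Ptprc shares of 67.4% and 63.8% lay close together.

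Co-localised markers were compared to ask whether CTLs share spots with Cxcl9-expressing macrophages or with DCs more often in CC075F1. CTL-macrophage spots made up 6.42% ± 0.145 of Ptprc spots in CC075F1 and 1.87% ± 0.569 in CC080F1 (SD, n = 2 each), a ratio of 3.44 (exact permutation p = 0.333). These shares rest on 114 and 146 spots in the CC075F1 sections and on 40 and 30 in the CC080F1 sections. The ratio was 7.06 when each marker had to reach 2 UMIs, which left 1 and 7 spots in the CC075F1 sections and 0 and 1 in the CC080F1 sections. It was 1.39 when spots were thinned to 5000 UMIs, with shares of 0.0203% and 0.0146%. Both values rest on too few spots to show a difference. CTL-DC spots made up 6.35% ± 0.580 of Ptprc spots in CC075F1 and 1.52% ± 0.421 in CC080F1, a ratio of 4.18 (exact permutation p = 0.333). The CTL markers alone were present in 13.3% of the Ptprc spots of CC075F1 and 3.90% of those of CC080F1, a ratio of 3.41. The macrophage markers were present in 45.5% and 40.3%, a ratio of 1.13. If the CTL and macrophage markers were placed independently, the CTL-macrophage shares would be 5.98% and 1.51%, a ratio of 3.96, which is above the observed ratio of 3.44.

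At equal spot depth, the odds ratio between CTL and macrophage spots within a section was 1.099 ± 0.254 in CC075F1 and 1.31 ± 0.0401 in CC080F1 (SD, n = 2 each; exact permutation p = 0.333). By these means the association was not closer in CC075F1 than in CC080F1. It was 0.920 in CC075F1 replicate 1 and 1.28 in CC075F1 replicate 2, so the difference from CC080F1 was within the spread of the CC075F1 sections. Without Cxcl9 among the macrophage markers the arithmetic means were 1.07 and 1.06, while the ratio of the geometric means was 0.996. The strains were therefore not told apart under that definition. Moran's I of Cxcl9, a measure of clustering among neighbouring spots, was 0.343 ± 0.0807 in CC075F1 and 0.298 ± 0.106 in CC080F1 (exact permutation p = 0.667), a difference smaller than the spread between sections. Moran's I was 0.0420 and 0.0352 for Cd8a and 0.0535 and 0.0564 for Ptprc. The edge to interior ratio of Cxcl9 was 1.56 ± 0.135 in CC075F1 and 0.860 ± 0.0981 in CC080F1 (exact permutation p = 0.333), so Cxcl9 was higher near the tissue edge in both CC075F1 sections and lower there in both CC080F1 sections. With an edge of 5 steps the CC080F1 mean was 1.02 ± 0.200, and its direction no longer held. For Cd8a the edge to interior ratio was 1.34 and 1.02.

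The ratio of Cxcl9 to Spp1, a measure of macrophage polarity that the study compares in bulk RNA, was computed from the summed UMIs of each section. It was 1.98 ± 0.713 in CC075F1 and 0.296 ± 0.0114 in CC080F1 (SD, n = 2 each), a 6.69-fold difference (exact permutation p = 0.333). Leaving out CC075F1 replicate 1 gave 4.99-fold, the lowest value of any alternative. Spp1 itself was not called between the strains (log2 fold change −0.42, edgeR adjusted p = 0.873), with 165 ± 54.8 CPM in CC075F1 and 287 ± 176 CPM in CC080F1. Its log2 fold change ran from −1.16 to 0.50 as each section was left out, so its direction is not settled.

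Across the transcriptome, 14 of 15572 genes passed an adjusted p of 0.05 in edgeR, 9 higher and 5 lower in CC075F1, and 846 genes had an unadjusted p under 0.05. The count moved most with no filter on low counts, which gave 480 genes, and 0 of the 14 changed sign under any alternative that tested them. The rule for named genes was met by 7 of the 14, 3 of them higher and 4 lower. The other 7 had a mean under 10 CPM. H2-Eb1 (ENSMUSG00000060586; GRCm38 chromosome 17, 34305867 to 34316674), an MHC class II gene, had 568 ± 206 CPM in CC075F1 and 53.9 ± 12.99 CPM in CC080F1 (SD, n = 2 each). Its log2 fold change was 3.66 (SE 0.34, edgeR adjusted p = 0.0263). All reads were aligned to the C57BL/6J reference, while the second haplotype of each host came from its Collaborative Cross parent. Acp5 on chromosome 9 and Plbd1 on chromosome 6 were higher in CC075F1, with log2 fold changes of 1.92 and 1.87 and edgeR adjusted p of 0.0263 and 0.0419. With library size alone as the scaling, neither passed the threshold, and that scaling moved the median log2 fold change of all genes to −0.31. Fcrls on chromosome 3, F13a1 on chromosome 13 and Cbr2 on chromosome 11 were lower, with log2 fold changes of −1.96, −2.63 and −2.90 and edgeR adjusted p of 0.0419, 0.0491 and 0.0142. F13a1 no longer passed with DESeq2's size factors or with limma-voom. Ifi202b (ENSMUSG00000026535; chromosome 1, 173962568 to 173982744), an interferon-inducible gene, had 0 UMIs in both CC075F1 sections and 36.0 and 43.8 CPM in the CC080F1 sections (edgeR adjusted p = 0.0017). Taken against the limit that 0 UMIs allow, it was at least 990-fold lower in CC075F1.

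**Figure D2:**
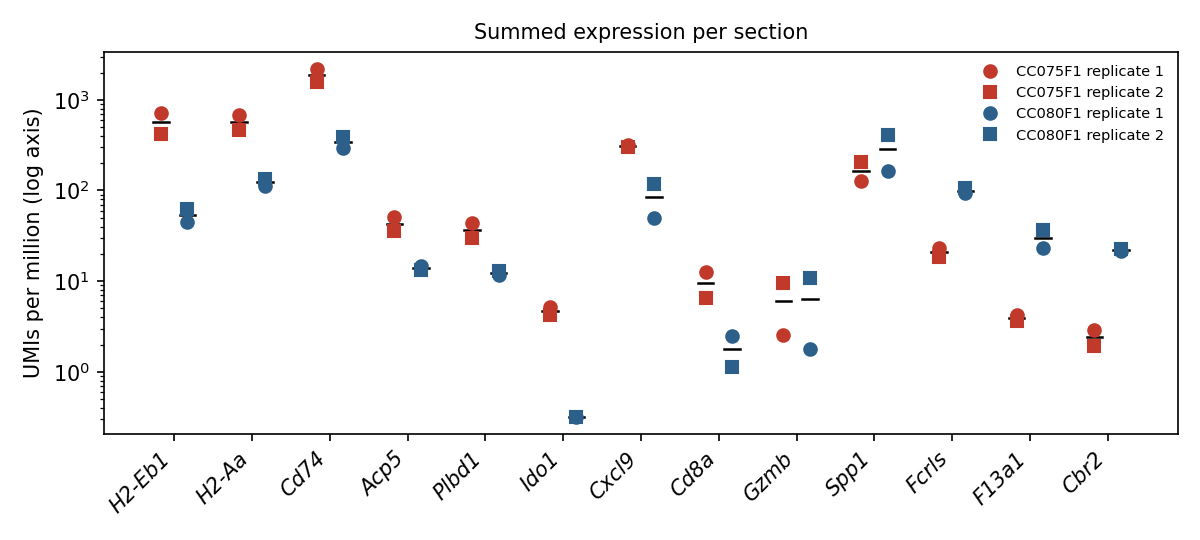
CPM (log axis) of 13 genes in the summed spots of each section, with a point for each section and a line at the mean of each strain. H2-Eb1 lay at 568 CPM on average in CC075F1 and 53.9 CPM in CC080F1, while Gzmb differed more between replicates than between strains.

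Of the 18 genes of the IFN-γ signature, 17 could be tested and 14 had a positive fold change in CC075F1. Over all genes 2 of them passed, and 7 passed when adjusted over the list alone, all 7 higher in CC075F1. The 2 were H2-Eb1 and Ido1, the latter with 4.73 ± 0.660 CPM in CC075F1 and 0.320 CPM in both CC080F1 sections (log2 fold change 4.19, edgeR adjusted p = 0.0181). H2-Aa had a log2 fold change of 2.50 (edgeR adjusted p = 0.0539) and did not pass over all genes. Cxcl9 had a log2 fold change of 2.18 (edgeR adjusted p = 0.332), with 308 ± 9.52 CPM in CC075F1 and 83.9 ± 48.9 CPM in CC080F1. The Cxcl9 log2 fold change ran from 1.65 to 3.05 as each section was left out. Of the 18 genes the study names, 0 passed over all genes, 6 passed when adjusted over the list alone, and 7 had an unadjusted p under 0.05. The study reported several of these genes on the same sections, so the count over the list is not independent evidence. The 6 were Cd8a, Cxcl9, Batf3, Pdcd1, Ifng and Tox. They also passed over all genes with the DESeq2 Wald test, with no filter and with the replicate number as a block. Those fits called 208, 480 and 287 genes, against 14 in the main fit. Under the other alternatives for genes, only Cxcl9 of the 6 passed, with library size alone. Cd8a had a log2 fold change of 2.70 (edgeR adjusted p = 0.0778) and was higher in both CC075F1 sections. Thy1, the other CTL marker, had a log2 fold change of −0.22 (edgeR adjusted p = 0.838). Gzmb, which encodes a cytotoxic granule protease, had 5.99 ± 4.88 CPM in CC075F1 and 6.36 ± 6.44 CPM in CC080F1, a spread between replicates that exceeds any difference between strains.

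Camera placed 10 of 20 gene sets past an adjusted p of 0.05 at its preset correlation. The MHC class II presentation set had a mean log2 fold change of 2.30 (adjusted p = 1.15e-14), and those of the T/NK cell set and the IFN-γ signature were 1.96 and 1.47 (adjusted p = 5.93e-12 for both). Also higher in CC075F1 were the B cell (1.70, adjusted p = 0.00789), CTL (1.47, 0.00251), cDC1 (1.28, 2.23e-05), exhaustion (1.26, 0.000127) and MHC class I presentation sets (0.57, 5.24e-05). Lower in CC075F1 were the adipocyte (−2.67, 2.42e-07) and endothelial cell sets (−0.51, 0.0191). The adipocyte value comes from 3 genes with very few UMIs. Their mean level was −4.45 and −3.89 log2 CPM in CC075F1 and −1.61 and −1.39 in CC080F1. The B cell value rested on 1 section more than the others did and was 0.80 without CC075F1 replicate 2. The CTL value rested mainly on Cd8a and Cd8b1, with log2 fold changes of 2.70 and 2.60 in edgeR. Those of Gzmb and Prf1, the other CTL genes, were 0.35 and −0.52. As each section was left out they ran from −1.32 to 2.28 and from −1.35 to 1.70. In each of these 10 sets the mean level of both sections of the higher strain lay above that of both sections of the other. None of the 10 calls held under fry (0 sets, smallest adjusted p 0.0637). Nor did any hold under camera with an estimated correlation (0 sets, smallest adjusted p 0.309). The calls therefore depend on the test. With 2 sections per strain the spread between sections is poorly known, so these alternatives do not settle which calls are real. The monocyte/macrophage set rose by a mean log2 fold change of 0.32 (adjusted p = 0.0695). The keratinocyte (1.12, 0.0707), skeletal muscle (1.95, 0.0707), hypoxia (0.20, 0.210), cell cycle (0.07, 0.676), gMDSC (−0.10, 0.872), CAF (−0.29, 0.251), erythrocyte (−0.36, 0.735), pDC (−0.39, 0.225) and cDC2 sets (−0.76, 0.127) were not called either. Of these, hypoxia passed in interior spots (0.36, adjusted p = 0.0167), and skeletal muscle and keratinocyte passed with library size alone (adjusted p = 0.000153 and 0.0120). The mean level of the skeletal muscle set was 5.11 log2 CPM in CC075F1 replicate 2 and −0.31 in replicate 1. It was 1.37 and −0.47 in CC080F1. The skeletal muscle mean log2 fold change ran from −0.76 to 4.66 as each section was left out, so 1 section decides its sign. For keratinocyte it ran from 0.36 to 1.89.

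**Figure D3:**
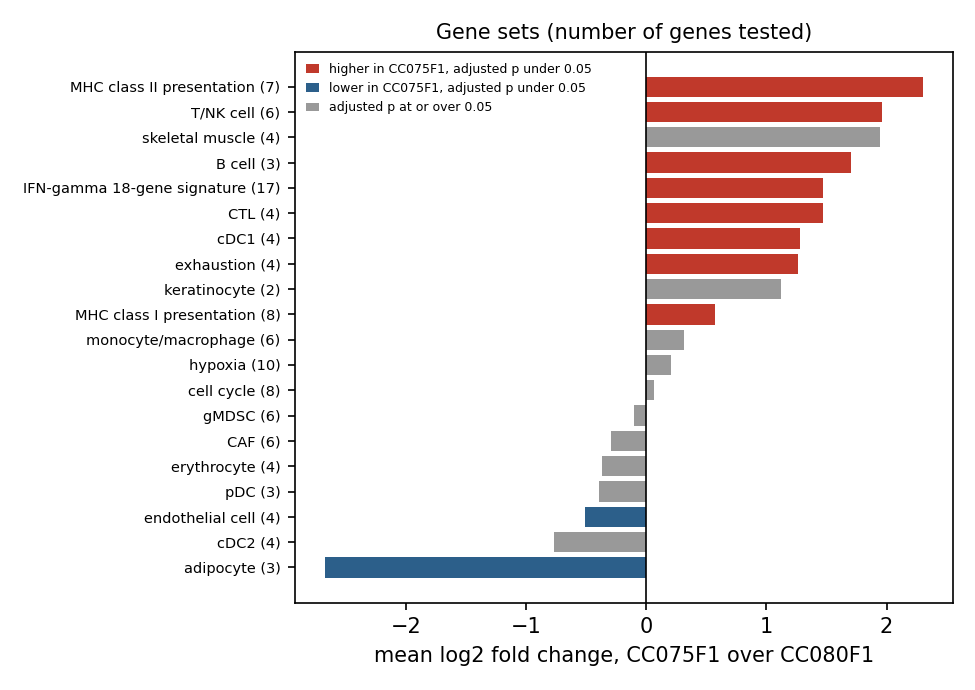
Mean log2 fold change of each gene set, CC075F1 over CC080F1 (horizontal axis), with the number of genes tested in brackets and colour for the direction of sets with a camera adjusted p under 0.05. MHC class II presentation was highest at 2.30 and the adipocyte set, whose levels were very low in both strains, lowest at −2.67. None of the coloured sets passed under fry or an estimated correlation.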

Values the study reported

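For these sections, 2 per strain, the study reported that responder tumors had more than 4× the CTL-macrophage co-localised spots of non-responder tumors. It gave 2× for the difference in spots shared by DCs and CTLs.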

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

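In this part, the comparison of the hypoxia genes at the edge and the edgeR and camera tests of the difference were chosen only after the Cxcl9 result was seen, while the tests on holes and on depth or other tissue were set down before their results.

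The edge to interior ratio of Cxcl9 stood out because both CC075F1 sections were above 1 and both CC080F1 sections below it. The log2 ratios were 0.73 and 0.55 in CC075F1 and −0.34 and −0.10 in CC080F1, and the strain means differed by a factor of 1.81. The mean of the 10 hypoxia genes went the other way. Its log2 ratios of edge over interior were −0.46 and −0.38 in CC075F1 and 0.16 and 0.65 in CC080F1, a difference of −0.83. Not every gene of the set did so. Adm was above 0 in every section, and Bnip3 (−0.08) and Ankrd37 (−0.27) were below 0 in CC080F1 replicate 1. A split into opposite directions is not rare. Among 15089 genes tested, 1934 (12.8%) lay in opposite directions in the strains, and chance gives 12.5%. Tested directly in edgeR, the difference between strains in the Cxcl9 contrast was 0.70 on the log2 scale, with an adjusted p of 0.163. For the hypoxia set, camera gave an adjusted p of 5.31e-09 at its preset correlation, but fry gave 0.453 and an estimated correlation 0.729. Another 4 sets passed at the preset correlation, all in the direction of Cxcl9: the IFN-γ signature (adjusted p = 2.68e-05), cDC1 (0.00106), endothelial cells (0.00143) and MHC class II presentation (0.0112). None of them passed under fry or an estimated correlation. A strain difference at the edge is therefore not shown to be specific to Cxcl9 and hypoxia. Opposite directions in the strains were not shared by the endothelial cell set. Its mean log2 ratios were 1.04 and 0.94 in CC075F1 and 0.21 and 0.41 in CC080F1. Those of MHC class II presentation were 0.44 and 0.83 in CC075F1 and −0.18 and 0.39 in CC080F1. In all, 16 genes passed the test of the difference and 1283 had an unadjusted p under 0.05. Of these 16, 10 genes, among them Acta1 of the skeletal muscle set, had log2 ratios above 4 at the edge of CC075F1 replicate 2 and under 0.5 in the other 3 sections, so that 1 section decides them.

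Holes in the tissue and shallow or foreign edge spots were argued against by the tables. With the edge measured from the outer boundary alone, so that holes inside the tissue no longer counted, the hypoxia difference was −0.85 and the 4 sections kept their directions for both measures. Among spots of at least 10000 UMIs without skin, muscle or fat, it was −0.81, again with the directions kept. What stays open is where each section was taken. The tissue reached the rim of the spot grid at 25 and 1 spots in CC075F1 and at 75 and 58 in CC080F1, so less of the boundary of the CC080F1 sections was a free tissue edge, and the depth of the section within the tumor is not given by the labels. With an edge of 5 steps the CC080F1 mean for Cxcl9 was 1.02. A difference between the host strains in how Cxcl9 and hypoxia are arranged from the edge inwards may lie behind the pattern, but with 2 sections per strain and the strain-by-edge test for Cxcl9 not passing adjustment, it cannot be separated from the plane of section.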

How the results depend on the processing

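Every alternative in this part was planned, except leaving out each section with Gzmb among the CTL markers, which was chosen after seeing the data. The rule that a sign change counts as a reversal only for a value with a test was settled after the values were seen.

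The direction of the strain difference was kept under every alternative for the shares of Ptprc, Cxcl9 and Cd8a spots, the CTL-macrophage and CTL-DC shares, the Cxcl9/Spp1 ratio and the edge to interior ratio of Cxcl9. Their size was less stable. With at least 2 UMIs per marker, the ratios of CC075F1 to CC080F1 were 1.13 for Ptprc, 2.05 for Cxcl9, 11.9 for Cd8a, 7.06 for CTL-macrophage and 4.20 for CTL-DC spots, the last 2 from at most 7 spots in any section. With spots thinned to 2500, 5000 and 10000 UMIs, the Cxcl9 ratio was 2.83, 2.41 and 2.00, which follows from the share of CC075F1 being near its ceiling at full depth. The CTL-macrophage ratio was 1.39 at 5000 and 2.73 at 10000 UMIs, and the CTL-DC ratio was 24.4 at 5000 and 3.69 at 10000 UMIs, the latter close to its value at full depth. These rest on very few spots, since several markers together seldom reach 1 UMI each at that depth. At 2500 UMIs neither co-localisation ratio could be computed, and at 5000 UMIs the odds ratio could not. Depth therefore limits any statement on co-localisation at equal spot depth.

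Definitions mattered as much. Adding Gzmb to the CTL markers gave 6.29 for CTL-macrophage and 6.85 for CTL-DC spots. Without each section in turn these ran from 2.05 (without CC075F1 replicate 2) to 32.9 and from 3.08 to 15.2, with 10.5 and 10.6 without CC075F1 replicate 1, so single sections decide them. Cd8a alone gave 4.55 and 5.16, and CTL markers in the spot or a neighbour gave 2.51 and 3.01. Leaving Cxcl9 out of the macrophage markers gave 2.68, and it moved the ratio of the geometric means of the odds ratios from 0.827 to 0.996. The spots counted were unchanged in CC075F1 (114 and 146) and rose in CC080F1 from 40 and 30 to 56 and 33. Requiring both Batf3 and Zbtb46 gave 6.73 for CTL-DC spots. Apart from the thinned values and the counts without Cxcl9, the cause was not tested.

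Across the fits that each left out 1 section, the ratio ran from 1.29 to 1.61 for Cxcl9, from 3.55 to 7.41 for Cd8a, from 2.83 to 4.38 for CTL-macrophage spots, from 3.50 to 5.20 for CTL-DC spots and from 4.99 to 8.39 for Cxcl9/Spp1. The Cd8a ratio of 7.41 came without CC080F1 replicate 1. The difference in Moran's I of Cxcl9, which is not past any test, ran from −0.0291 to 0.120 and so changed sign.

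The count of 14 genes rose to 40 with library size alone, 208 with the DESeq2 Wald test and 480 with no filter, the last over 22507 genes tested. Library size alone moved the median log2 fold change of all genes to −0.31, and 11 of the 14 genes were among its 40. All 14 were among the genes called by DESeq2 and without a filter. The other alternatives without a block gave 11 to 18 genes. The cause was not tested. With the replicate number as a block the count was 287. The labels do not say that a shared number pairs sections, and the deviations of same-numbered sections from their strain means had a correlation across genes of 0.165, so the block was not used for the main values.

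Set calls depended on the test. Under fry 0 sets passed and under an estimated correlation 0 sets passed, against 10 at the preset correlation. The adjusted p of the IFN-γ signature was 0.0637 under fry and 0.309 under an estimated correlation, and at most 1.62e-10 under its other alternatives. Hypoxia passed in interior spots (adjusted p 0.0167). Skeletal muscle, whose sign 1 section decides, and keratinocyte passed with library size alone. The cause was not tested.

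None of the results that changed direction had passed its threshold. With library size alone, log2 fold changes became −0.052 for Adgre1, −0.11 for Csf2rb and −0.084 for Gzmb, and the means of the hypoxia and cell cycle sets became −0.11 and −0.25 (adjusted p 0.286 and 0.948). All lay above the median of −0.31 that this scaling gives, and camera's own direction, relative to other genes, stayed up for both sets, so these changes follow from the shift of all genes. With the block, the values were 0.019 for Ccl5, 0.023 for Prf1 and 0.30 for Gzma, and with limma-voom 0.022, 0.048 and 0.36. The erythrocyte set turned over in interior spots (adjusted p 0.561). The cause of the changes with the block, limma-voom and interior spots was not tested. Among the other values for single genes, sets and secondary measures, 22 became weaker, 62 stronger and 38 moved, while 742 stayed. A sign change without a test was not counted as a reversal, so the 742 include some. With a section left out, the difference in Moran's I ran from −0.0169 to 0.0304 for Cd8a and from −0.0201 to 0.0142 for Ptprc. Among others, log2 fold changes also turned for Spp1 (−1.16 to 0.50) and Il2rb (−0.29 to 1.34). So did the means of the skeletal muscle (−0.76 to 4.66), pDC (−1.31 to 0.54) and gMDSC sets (−0.55 to 0.34).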

Other observations

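Tests chosen only after the result was seen were those on Cd74 and Ciita, the H2 genes, the macrophage set, a male host, the marker shares, the NK genes, the sections left out with Gzmb among the CTL markers, Ifi202b, gene families and the other splits of the sections, and the thresholds for Cd74 and Ciita, for the NK genes and for the likeness of sections were also set then. The remaining tests in this part were set down before their results.

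The CTL-DC share was 4.18-fold higher in CC075F1 here. That is higher than the value quoted from the study above. Raw UMIs and means over sections were used here, while the study normalized its spots, so the processing differs. With Gzmb among the CTL markers, as in the other definition, the CTL-DC share was 6.85-fold higher. It came from 14 and 60 spots in CC075F1 and 2 and 8 in CC080F1. Without CC075F1 replicate 2 that ratio was 3.08, and it ran up to 15.2 when other sections were left out, so single sections decide it. For CTL-macrophage spots the 3.44-fold difference lay below the study's value, and the 6.29-fold difference with Gzmb above it.

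The higher CTL-macrophage share of CC075F1 may follow from the markers' own shares, with no closer placement. Independent placement gives a ratio of 3.96 between the strains, above the observed 3.44. Observed over expected shares were 1.07 and 1.08 in CC075F1 and 1.25 and 1.22 in CC080F1. For CTL-DC spots the expected ratio was 3.996 and the observed ratio 4.18. The test could have come out the other way, had the excess of observed over expected shares been larger in CC075F1 than in CC080F1. It says little on Cxcl9 itself, which was near its ceiling in CC075F1. Without Cxcl9 the CTL-macrophage spots stayed at 114 and 146 in CC075F1 and rose from 40 and 30 to 56 and 33 in CC080F1. The mean odds ratios were then 1.07 and 1.06, so the stronger association in CC080F1 depended on the Cxcl9 marker. A spot covers several cells, so contact between cells was not measured.

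MHC class II genes were higher in CC075F1. A candidate technical source is that reads from a Collaborative Cross haplotype of the H2 region on chromosome 17 align less well to the reference. Cd74 on chromosome 18 lies outside that region, and its log2 fold change was 2.74 (edgeR adjusted p = 0.0778; 2.49 or more without any 1 section), which this source does not give. Ciita on chromosome 16 went the same way at 1.54 (1.08 or more without any 1 section), with weaker support (edgeR adjusted p = 0.471). The 5 H2 class II genes had a median log2 fold change of 2.40. Loss of 1 of 2 equally transcribed alleles gives at most 1, so lost alignment alone falls short, on the assumption that both alleles are transcribed equally. More macrophages of every kind would raise the macrophage set as well, and this rose by 0.32 only. A difference in the state or type of class II expressing cells between the host strains stays open as a hypothesis.

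Xist, transcribed from the inactive X chromosome of female cells, had 2 UMIs (0.0214 CPM) in CC080F1 replicate 1 against 1096, 746 and 1323 UMIs in CC075F1 replicates 1 and 2 and CC080F1 replicate 2. The labels call all mice female. A male host was argued against: Ddx3y, Eif2s3y and Uty together had 0 UMIs in that section, and Kdm5d had 2 UMIs there and 0 to 4 in the others. Fewer host cells were argued against as well, since the 17 host genes had a median log2 ratio of 0.12 to the other sections. Transcription by the tumor cells of the other sections stays open. Spots with Xist went with spots rich in host genes at odds ratios of 1.13, 1.73 and 1.48, the lowest too near 1 to decide. A host with a single X chromosome also stays open. Genes that escape X inactivation had a median log2 ratio of 0.40 and were not lower there, but tumor cells express them too. No biological explanation that the design names was tested. Whether the section comes from the host that its label names cannot be settled from these files, and it is 1 of the 2 sections behind every CC080F1 mean. Without it the ratios of CC075F1 to CC080F1 were 1.29 for Cxcl9 and 7.41 for Cd8a spots, 4.38 for CTL-macrophage and 5.20 for CTL-DC spots, and 6.88 for Cxcl9/Spp1.

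Thy1 was not higher in CC075F1, although Cd8a, Cd3e and Nkg7 were higher in both of its sections. Stroma cells other than T cells might supply it. The test against Dcn decides nothing, because Dcn was present in 98.9% to 99.8% of spots. Its smallest quotient, of the Thy1 and Dcn odds ratio over the Thy1 and Cd3e odds ratio, was 0.73. At equal depth the odds ratios of Thy1 spots were 0.90 to 1.04 with Pdgfra spots and 1.64 to 1.91 with Pecam1 spots over the 4 sections, against 1.02 to 1.93 with Cd3e spots. The source of Thy1 stays open.

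Gzmb was 3.71-fold higher in CC075F1 replicate 2 than in replicate 1 and 6.04-fold higher in CC080F1 replicate 2 than in replicate 1. Thinned to the same total the smaller of these ratios was 3.67, but this test decides nothing on section depth, because CPM already scales by the total. In CC080F1 the NK genes Ncr1 and Klrb1c were higher in replicate 2 by at least 5.03-fold while Cd8a was not (0.459-fold), which is consistent with more NK cells in that section. In CC075F1 the ratios were 1.71 for Ncr1 and 0.909 for Klrb1c, which go both ways, so NK cells stay open there. The levels are low, from 0.353 to 2.61 CPM for Ncr1. Same-numbered sections are not known to share a batch.

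CC075F1 replicate 2 was the least like the other sections. Over genes, which are not independent replicates, its highest correlation of log2 CPM with another section was 0.982, while the lowest among the other 3 was 0.991. Leaving out spots with skin, muscle or fat gave it a mean of 0.979, below 0.991, which argues against such spots as the whole cause. Thinning all sections to the same total gave 0.978, the same as the mean of 0.978 with all spots. Because CPM already scales by the total, this thinning does not decide on depth. No biological explanation was tested, since the other CC075F1 section did not share the difference.

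Ifi202b had 0 UMIs in both CC075F1 sections. Fewer host cells there were argued against by Ptprc and the macrophage markers, with a median log2 ratio of 0.057. A variant of the strain at the gene, whether a deletion, silencing or a sequence that no longer aligns, may account for it. The 15 tested genes within 1 Mb had a median log2 fold change of −0.035, so the change did not extend to its neighbours as a group. Because CC075F1 hosts carry a C57BL/6J allele and MC38 cells are of C57BL/6 origin, loss of alignment from the CC075 allele leaves open why the C57BL/6J allele gave no UMIs either. A C57BL/6J allele that is silent by itself, with expression from the CC080 allele in CC080F1, is compatible with these counts and was not tested.

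Strain variants acting on nearby genes might place the changed genes in clusters. The 200 genes with the smallest p-values held 50 adjacent pairs within 1 Mb, against a mean of 29.7 in random draws (permutation p = 0.0003) and 28.7 in draws matched for level (permutation p = 0.0001, the smallest that these draws can give). Many pairs were families such as Cd3, Cd8, H2, Bcl2a1 and Ido genes, named here after their values were seen. The other splits of the 4 sections held 41 and 34 pairs (permutation p = 0.0120 and 0.178 in draws matched for level). Families of co-expressed genes that lie together may give part of the excess, and the share due to strain variants cannot be told apart. As for the 14 genes themselves, 1 of the 3 splits of the 4 sections into 2 and 2, the real one, gave as many. The other splits gave 0 genes each, with 772 and 194 at an unadjusted p under 0.05. With 3 splits no share under 0.05 can be reached.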
